A study of Homo sapiens with 8 samples.

How the data were processed

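Gene expression was measured by RNA sequencing of poly(A)-selected RNA from MCF-10A cells, an established non-tumorigenic human breast epithelial cell line, in 8 libraries. Per the labels, cells named Empty or NeuT were left untreated or received 1 µM of the Hsp70 inhibitor JG-98 for 12 h, and each of the 4 groups had 2 replicates. The labels do not spell out what the NeuT cells carry. Samples were placed in groups by their titles, and the columns of the count table were matched to samples by name. The number of columns of per-sample values matched to no sample was 0.

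The authors deposited 1 table of raw counts per gene for all libraries, laid out as featureCounts writes it, per the file headers. The aligner, the tool versions, the annotation release, the use of strand and the handling of reads with several matches are not stated in the labels or headers. Genes carry Ensembl identifiers. Scaffold names in the table belong to GRCh38, and 82.4% of the 58542 genes shared with GENCODE 29 have the same chromosome, start and end there. Coordinates below are those of the deposited count table, 1-based. Gene symbols came from a table of gene names, which held 60261 of the 60617 identifiers. The authors also deposited 1 table per line with their own comparison of treated and untreated cells, holding a log2 fold change, a mean log2 expression, a test score, a p-value and an adjusted p-value per gene, per the file headers. The columns have the layout of limma output, and neither the model nor its version is stated.

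Total counts ranged from 37341458 in Empty treated replicate 1 to 56861971 in Empty treated replicate 2, and the other libraries had 55050996 to 56203768. A count of 0 in 1 library leaves room for up to 3 counts, which is 0.0803 CPM (counts scaled to a common library size) in the shallowest library and 0.0528 CPM in the deepest. PCR reads without molecular identifiers are not independent molecules, so such limits cover counting error only. Replicates differed by more than sampling noise. The chi-square statistic per gene was 4.52 for untreated Empty, 8.20 for treated Empty, 4.63 for untreated NeuT and 22.0 for treated NeuT, so each library was counted as its own replicate. Replicate numbers were checked as a possible pairing. Differences between replicates of one group were correlated with those of another with an r of at most 0.244 in size among genes with a mean log2 CPM of at least 3. That largest value was between treated Empty and treated NeuT. Untreated and treated groups gave 0.0640 in Empty and -0.101 in NeuT. The libraries were treated as unpaired, but these values do not exclude a structure shared by replicate number.

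The counts were analysed as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10 and total of 15, which left 17693 genes, and library sizes were scaled by TMM. One quasi-likelihood model with a coefficient per group was fitted to all 8 libraries with robust estimation of the dispersion. Contrasts gave the change with JG-98 in each line, the difference between those changes (the interaction of line and drug), and the difference between lines without and with the drug. P-values were adjusted by Benjamini-Hochberg over the genes tested in a contrast, and a gene is described as called where the adjusted p-value was under 0.05. Standard errors of log2 fold changes were taken as the size of the change divided by the square root of the F statistic. Group values are means of TMM-scaled CPM with the SD of 2 libraries. With 2 libraries per group, an exact permutation test of a single gene could not reach 0.05, so all gene tests rest on the dispersion shared across genes.

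Before the data were examined, the groups, tests, alternatives and 6 gene lists (integrated stress response, heat shock response, unfolded protein response of the endoplasmic reticulum (ER), proteasome, NRF2 oxidative stress and proliferation) were fixed, along with a panel of 25 genes reported whatever their values. Further genes were named by a rule fixed at the same time. It took the 3 largest rises and the 3 largest falls among called genes with a mean of at least 50 counts, a symbol, and no overlap between the libraries of the groups compared. For the interaction the same limits applied across all 8 libraries. Each list was tested with camera on voom values (limma 3.58.1), with a preset correlation between genes of 0.01, in 4 contrasts, and the 24 p-values were adjusted together. Each list's value is the median log2 fold change of its tested members. SLC7A11 belongs to 2 of the lists.

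The scripts were tested on simulated counts for 17693 genes, of which 200 were changed. The test of JG-98 in NeuT recovered 96% of the changed genes with 10 false calls, the interaction recovered 91% with 16 false calls, and the contrast without changed genes gave 2 calls. Simulated changes were of 1 or 2 on the log2 scale, in treated NeuT only, without other differences between lines or a departing library. The recovery therefore does not describe smaller changes or the power of the interaction test in these data. Alternatives fixed in advance were median-of-ratios (RLE) size factors, total counts without scaling factors, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, the replicate number as a block, a fit of only the 4 libraries compared, a minimum log2 fold change of 1, an adjusted p-value under 0.01, camera with an estimated correlation, fry, and leaving out each library in turn. The 3 further ones below were chosen after seeing the data: edgeR without robust estimation, limma-voom, and a crossed pairing of the NeuT libraries. Leaving out a library leaves its group with 1, so those fits give values without calls.

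Several regions carry limits from the counting. All 37 genes annotated on the mitochondrial chromosome had 0 counts in every library, so mitochondrial transcripts are not analysed here except through nuclear copies of their genes. Sequences of these copies were compared with the mitochondrial genes by blastn 2.17.0. Many genes of the histocompatibility region of chromosome 6, HSPA1A and HSPA1B among them, were at or near 0. Overlapping genes and genes with near-identical copies are reported as uncertain, because the use of strand and of reads with several matches is not stated.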

Results

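RNA sequencing compared MCF-10A cells of 2 lines, labelled Empty and NeuT, without treatment and after 12 h in 1 µM JG-98. JG-98 is a small molecule that inhibits Hsp70 chaperones. The stated purpose of the series was to compare how sensitive transformed cells are to this drug, and its title places the work in cytoplasmic protein damage, the Hsp70-Bag3 module and phosphorylation of the translation factor eIF2α by the kinase HRI. Each of the 4 groups had 2 libraries. The deposited count table listed 60617 genes, of which 31967 had at least 1 count and 17693 were tested. Total counts per library lay between 55050996 and 56861971, except for Empty treated replicate 1 with 37341458. The first principal component of log2 CPM held 61.2% of the variance and separated the 2 lines, and the second held 9.27% with all 4 untreated libraries above all 4 treated ones. Replicates differed by a median of 0.0944 on the log2 scale in untreated Empty, 0.130 in treated Empty, 0.0990 in untreated NeuT and 0.156 in treated NeuT.

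The lines were first compared through ERBB2 (ENSG00000141736, chromosome 17, 39687914 to 39730426), a gene chosen in advance because the name NeuT is commonly used for an activated form of its rat counterpart. Its level was 84.3 ± 0.88 CPM (SD, n = 2) in untreated Empty and 88.8 ± 1.3 CPM (SD, n = 2) in untreated NeuT. The log2 difference of 0.07 (SE 0.058) was not called, at an edgeR adjusted p-value of 0.329. The counts of this human gene therefore neither mark nor contradict the line labels, and the line names below are those of the labels.

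The lines differed widely before treatment. Between untreated NeuT and untreated Empty cells, edgeR called 7423 of 17693 genes, of which 3748 were higher and 3675 lower in NeuT. Under JG-98 the corresponding comparison called 7380 genes, 3839 higher and 3541 lower. The balance of directions depended on scaling. With total counts in place of TMM factors, 40.7% of calls were higher in NeuT without treatment, against 50.5% under TMM, and 41.0% against 52.0% with treatment. The alternative that moved the untreated comparison most was the minimum log2 fold change of 1, which left 1701 genes.

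Among genes selected by the fixed rule, IL1B (ENSG00000125538, chromosome 2, 112829751 to 112836903) was at 0.061 ± 0.012 CPM (SD, n = 2) in untreated Empty and 34.3 ± 1.7 CPM (SD, n = 2) in untreated NeuT, a log2 difference of 9.07 (SE 0.21; edgeR adjusted p-value 1.8e-14). The untreated Empty libraries held only 3 and 4 IL1B counts, at or near the floor, so the size of this difference is uncertain. HEPHL1 (chromosome 11, 94021361 to 94113751) had at most 2 counts in either untreated Empty library and 5.71 ± 0.72 CPM (SD, n = 2) in NeuT. No fold is given, since the Empty libraries lay at or under the floor. CSF3 (chromosome 17, 40015361 to 40017813) was higher in NeuT by a log2 difference of 6.96 (SE 0.27; edgeR adjusted p-value 9.6e-11). The 3 largest falls were those of GPR17 (log2 difference -5.23, SE 0.36), CACNG4 (-4.59, SE 0.30) and MAB21L4 (-3.80, SE 0.24). All 3 passed the threshold, with edgeR adjusted p-values up to 3.5e-09, and exons of GPR17 and CACNG4 partly overlap those of other genes. GPR17 had only 3 and 5 counts in the untreated NeuT libraries, so the size of its fall is uncertain.

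The proliferation list was lower in untreated NeuT than in untreated Empty, with a median log2 difference of -1.22, and all 30 of its members were lower and called (camera adjusted p-value 1.7e-29). MKI67, one of its members, fell from 305.6 ± 28 CPM (SD, n = 2) in Empty to 92.3 ± 5.8 CPM (SD, n = 2) in NeuT. The heat shock response list had a median of -0.41, with 17 of 24 members lower (camera adjusted p-value 2.4e-05), and the proteasome list one of -0.23, with 26 of 31 lower (camera adjusted p-value 0.00083). The integrated stress response list (median -0.12, camera adjusted p-value 0.156), the ER unfolded protein response list (-0.02, 0.835) and the NRF2 oxidative stress list (0.11, 0.198) did not pass. The ER median changed sign to 0.00505 without untreated NeuT replicate 2 and was -0.06 without untreated NeuT replicate 1. Under fry, the proliferation and heat shock calls held, the proteasome call did not, and the NRF2 list passed with an adjusted p-value of 0.0061.

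The response to JG-98 was then measured in each line. In Empty cells edgeR called 60 genes, 46 higher and 14 lower with the drug. In NeuT cells it called 533 genes, 355 higher and 178 lower. These counts do not rank the lines. When each comparison was fitted to only its own 4 libraries, the counts were 223 in Empty and 183 in NeuT, so the order of the lines reversed. Removing the filter on low counts moved the counts most among the settings that raised them, to 282 and 1000 genes. In the authors' deposited table for Empty, 48 genes had an adjusted p-value under 0.05, and in the authors' deposited table for NeuT, 525 did. Of these, 41 and 494 were also called here. Fold changes in the authors' deposited tables correlated with those computed here across 17609 shared genes with a Pearson r of 0.860 for Empty and 0.953 for NeuT.

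The integrated stress response list, a set of genes induced when eIF2α is phosphorylated, rose in both lines. Its median log2 fold change was 0.39 in Empty, with 38 of 39 members higher and 13 called, and 0.77 in NeuT, with 38 of 39 higher and 35 called. Adjusted over the list alone, 34 members passed in Empty and 37 in NeuT. The camera adjusted p-values were 7.6e-49 and 1.8e-62. Fry gave 0.0533 in Empty and 0.011 in NeuT, and camera with a correlation estimated from the data gave 0.146 in both, so only the NeuT call held under fry. With the estimated correlation 0.146 was the smallest adjusted value over the 24 list tests, the proliferation list between untreated lines included, of which 30 of 30 members were called, so that estimate does not tell these lists apart. Per library, the list median lay above the mean of the untreated libraries by 0.45 and 0.36 in the treated Empty replicates and by 0.60 and 0.91 in the treated NeuT replicates.

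**Figure D1:**
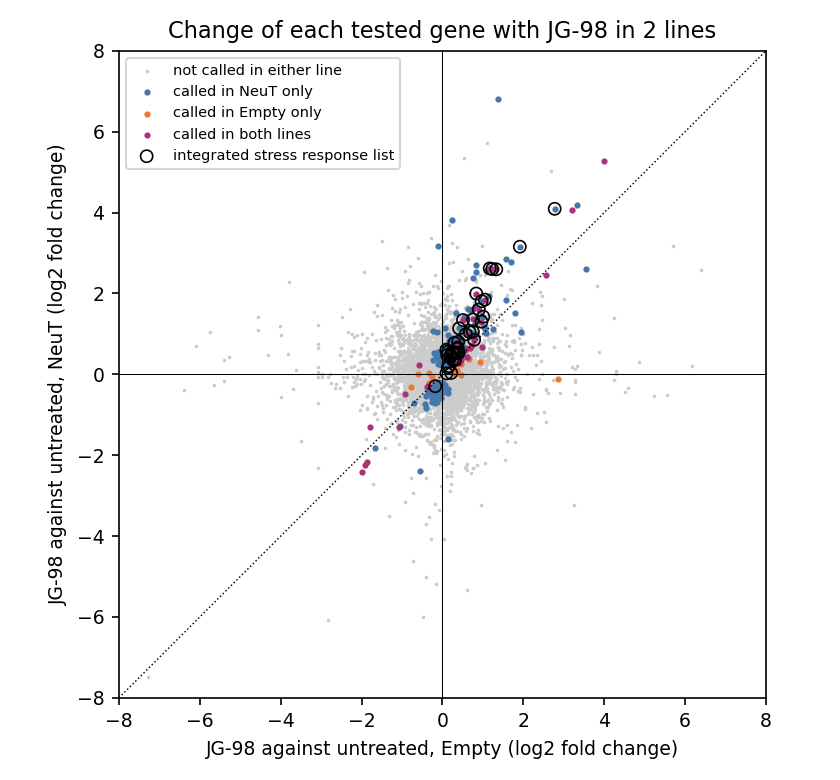
Log2 fold change with JG-98 in Empty cells (x axis) and in NeuT cells (y axis) for each of the 17693 tested genes. Colours mark genes called in either or both lines, open circles mark members of the integrated stress response list, the dotted line marks equal change, and 38 of the 39 list members lie above 0 on each axis.

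Among panel genes, ATF4 (ENSG00000128272, chromosome 22, 39519695 to 39522685) rose from 242.6 ± 8.4 to 345.1 ± 16 CPM (SD, n = 2 each) in Empty and from 110.3 ± 0.83 to 279.5 ± 44 CPM (SD, n = 2 each) in NeuT. Its log2 fold change was 0.51 (SE 0.082; edgeR adjusted p-value 0.0157) in Empty and 1.34 (SE 0.084; edgeR adjusted p-value 1.7e-06) in NeuT. NeuT started lower, by a log2 difference of -1.14, so its level after treatment remained below that of treated Empty (log2 difference -0.30, edgeR adjusted p-value 0.0083). DDIT3 (ENSG00000175197, chromosome 12, 57516588 to 57521737), in which 39.6% of exonic bases overlap other genes, rose by 1.33 (SE 0.18) in Empty and by 2.60 (SE 0.16) in NeuT, with edgeR adjusted p-values of 0.00156 and 1.6e-07. CHAC1 (chromosome 15, 40952962 to 40956512) rose by 2.77 (SE 0.45) in Empty without being called, at an edgeR adjusted p-value of 0.175, and by 4.09 (SE 0.42) in NeuT, at 0.0175. TRIB3 was called in both lines (0.96 and 1.30), and ATF3 (0.67 and 1.04) and SESN2 (1.01 and 1.42) in NeuT only. PPP1R15A (0.75 and 1.05) was called in neither. These calls depend on the method. TRIB3 in Empty, SESN2 in NeuT and CHAC1 in NeuT did not pass with the replicate block (adjusted p-values 0.110, 0.0732 and 0.0584) or with limma-voom (0.0879, 0.0511 and 0.0747), and the last of these genes did not pass in NeuT with only the 4 libraries compared (0.0810), nor did SESN2 (0.112). CHAC1 and SESN2 in Empty passed with DESeq2 (9.3e-09 and 0.00175), edgeR without robust estimation and the fit of 4 libraries, and ATF3 in Empty with DESeq2 (0.0132), that fit and no filter. PPP1R15A passed in NeuT with DESeq2 (0.00021), edgeR without robust estimation and total counts, and in Empty with the fit of 4 libraries (5.1e-06) and edgeR without robust estimation. Over the alternatives, adjusted p-values ran from 1.9e-32 to 0.110 for TRIB3 in Empty, from 9.3e-09 to 0.421 and 4.6e-21 to 0.0810 for CHAC1 in Empty and NeuT, from 1.1e-06 to 0.389 and 6.2e-08 to 0.112 for SESN2, from 5.1e-06 to 0.461 and 0.00021 to 0.188 for PPP1R15A, and from 1.4e-05 to 0.299 for ATF3 in Empty. The authors' deposited tables give adjusted p-values of 0.0240 for CHAC1 and 0.0299 for SESN2 in Empty and of 0.00086 for PPP1R15A in NeuT, all under the threshold where those here were not. The interaction was not called for CHAC1, ATF3 or SESN2, with edgeR adjusted p-values of 0.702, 0.719 and 0.773, so a difference between the lines is not shown for them. ASNS rose by 1.91 and 3.16 on the log2 scale and was called in NeuT, but it had only 7 to 84 counts per library and shares 49.3% of its exonic bases with other genes, so its level is uncertain. Its interaction was not called either (edgeR adjusted p-value 0.661). In Empty ASNS passed without the filter and with the fit of 4 libraries, with adjusted p-values from 0.00134 to 0.160 over the alternatives. The DDIT3 interaction of 1.27 was not called (edgeR adjusted p-value 0.152) and passed with DESeq2 and without the filter, over a range from 5.8e-05 to 0.416.

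The fixed rule further gave ADM2 (chromosome 22, 50481543 to 50486440) in both lines, with log2 fold changes of 3.20 (SE 0.33) in Empty and 4.07 (SE 0.29) in NeuT and edgeR adjusted p-values of 1.0e-04 and 8.0e-07. NUPR1 (chromosome 16, 28532708 to 28539174) rose by 1.17 (SE 0.15) in Empty and by 2.62 (SE 0.15) in NeuT, with edgeR adjusted p-values of 0.0101 and 1.3e-05. Its interaction of 1.45 was not called (edgeR adjusted p-value 0.122) and passed without robust estimation. In Empty it did not pass with limma-voom (0.0581), the highest of its alternatives, which ran down to 2.5e-36. KLHDC7B (chromosome 22, 50546203 to 50551023) rose by 2.78 (SE 0.31) in NeuT and by 1.70 (SE 0.41) in Empty, where it was not called (edgeR adjusted p-value 0.110), and its interaction was not called (0.655). All falls that the rule selected for JG-98 within the lines were in nuclear copies of mitochondrial genes. MTCO1P12 (chromosome 1, 631074 to 632616) went from 36.7 ± 1.5 to 10.2 ± 0.96 CPM (SD, n = 2 each) in Empty and from 39.2 ± 2.6 to 8.79 ± 3.0 CPM (SD, n = 2 each) in NeuT. MTND4P12 (chromosome 5, 134926660 to 134928036) had log2 fold changes of -1.92 and -2.25, and MTCO1P40 (chromosome 17, 53105734 to 53106358) went from 1.48 ± 0.069 to 0.362 ± 0.067 CPM (SD, n = 2 each) in Empty and from 1.48 ± 0.15 to 0.278 ± 0.052 CPM (SD, n = 2 each) in NeuT. MTATP6P1 (chromosome 1, 633696 to 634376) was selected in NeuT with -1.81 (SE 0.19), and in Empty its change of -1.66 (SE 0.18) was not called, at an edgeR adjusted p-value of 0.0623, while the authors' deposited table for Empty gives it 1.22e-06, and its interaction was not called (edgeR adjusted p-value 0.917). These pseudogenes are 95.8 to 98.6% identical to the mitochondrial genes, whose own counts were 0, so their reads cannot be assigned with certainty.

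Genes of the Hsp70-Bag3 module and of the heat shock response changed little. BAG3 (ENSG00000151929, chromosome 10, 119651370 to 119677819) was at 236.4 ± 2.3 and 229.2 ± 1.4 CPM (SD, n = 2 each) without and with JG-98 in Empty, and at 237.3 ± 9.6 and 216.3 ± 5.0 CPM (SD, n = 2 each) in NeuT. HSPA8 (chromosome 11, 123057489 to 123063230) had log2 fold changes of -0.08 (SE 0.051) and -0.17 (SE 0.051). Neither gene was called in either line, with edgeR adjusted p-values of 0.0821 or more, nor were DNAJB1, HSPH1 and HSPA5. For HSPA8 in NeuT this depended on the method. It passed as lower with DESeq2 (0.0205), limma-voom (0.0324) and no filter (0.0429), over a range from 0.0205 to 0.271, and its adjusted p-value in the authors' deposited table was 0.0448. HSPA1A and HSPA1B, the stress-inducible Hsp70 genes on chromosome 6, had 1 and 0 counts in total. Most protein-coding genes of their region were at 3 counts or fewer on average (74.4%, against 30.2% elsewhere), so they are listed at 0 and are not read as unexpressed. The heat shock response list had medians of -0.02 in Empty and -0.05 in NeuT, which camera did not call (adjusted p-values 0.993 and 0.0516). The second lay close to the threshold and passed it under RLE factors, total counts, no filter and the replicate block, and its adjusted p-values over all alternatives ran from 0.0091 to 0.411. The Empty median was 0.00594 without untreated Empty replicate 2 and -0.05 without treated Empty replicate 1, and the NeuT median was -0.07 without untreated replicate 1 and also without treated replicate 1.

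The kinases that phosphorylate eIF2α were also on the panel. The gene for HRI, EIF2AK1 (chromosome 7, 6022247 to 6059175), was at 161.5 ± 0.56 and 162.2 ± 5.6 CPM (SD, n = 2 each) without and with JG-98 in Empty, and at 145.0 ± 5.3 and 136.9 ± 5.2 CPM (SD, n = 2 each) in NeuT. EIF2AK1, EIF2AK2, EIF2AK3 and EIF2AK4 were called in neither line, with edgeR adjusted p-values of 0.483 or more. RNA levels do not measure the activity of these kinases.

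Of the ER chaperones and related genes, HERPUD1 (0.69, SE 0.085), DNAJB9 (0.44, SE 0.11) and HSP90B1 (-0.21, SE 0.054) were called in NeuT and none in Empty, while the interaction was not called for any of them (edgeR adjusted p-values 0.556, 0.530 and 0.713). HERPUD1 passed in Empty with DESeq2, without the filter and with the fit of 4 libraries (adjusted p-values from 8.1e-05 to 0.180 over the alternatives). With that fit DNAJB9 and HSP90B1 did not pass in NeuT (ranges 0.0005 to 0.0671 and 0.0094 to 0.151), and HSP90B1 did not without robust estimation. The ER unfolded protein response list had medians of -0.07 in Empty and -0.08 in NeuT, with 22 and 23 of 30 members lower, called by camera (adjusted p-values 0.0077 and 0.0112) and not by fry (0.217 and 0.194). The Empty median was -0.03 without treated Empty replicate 2 and -0.04 without untreated Empty replicate 1. HMOX1 rose in both lines, by 0.57 (SE 0.098) and 0.62 (SE 0.094), with edgeR adjusted p-values of 0.0134 and 0.00116. The NRF2 list had a median of 0.04 in Empty, called by camera (adjusted p-value 0.00088) and by fry (0.0303), and of -0.00310 in NeuT, called by neither (0.121 and 0.0533), and the interaction was not called. Without treated Empty replicate 2 the Empty median was 0.07, and the NeuT median ran from -0.05 without treated replicate 1 to 0.04 without treated replicate 2. The proteasome list had medians of -0.00682 in Empty (camera adjusted p-value 0.835) and -0.09 in NeuT (4.6e-05; fry 0.238). The proliferation list fell by a median of 0.12 in Empty (camera adjusted p-value 6.5e-09; fry 0.194) and 0.22 in NeuT (4.6e-13; fry 0.0533), with 25 and 27 of 30 members lower. Its member MKI67 changed by -0.26 in Empty and 0.01 in NeuT, called in neither (edgeR adjusted p-values 0.174 and 0.956). The MKI67 interaction of 0.27, opposite in sign to that of the list, was not called (edgeR adjusted p-value 0.554). In NeuT the proliferation fall rested partly on treated replicate 2, without which the median was -0.14, and the proteasome median was -0.04 without it and -0.13 without treated replicate 1. The Empty proteasome median was 0.03 without treated Empty replicate 2 and -0.03 without treated Empty replicate 1. Of the 23 panel genes tested, 4 were called in Empty and 11 in NeuT over all genes, and 12 and 14 when adjusted over the list alone.

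**Figure D2:**
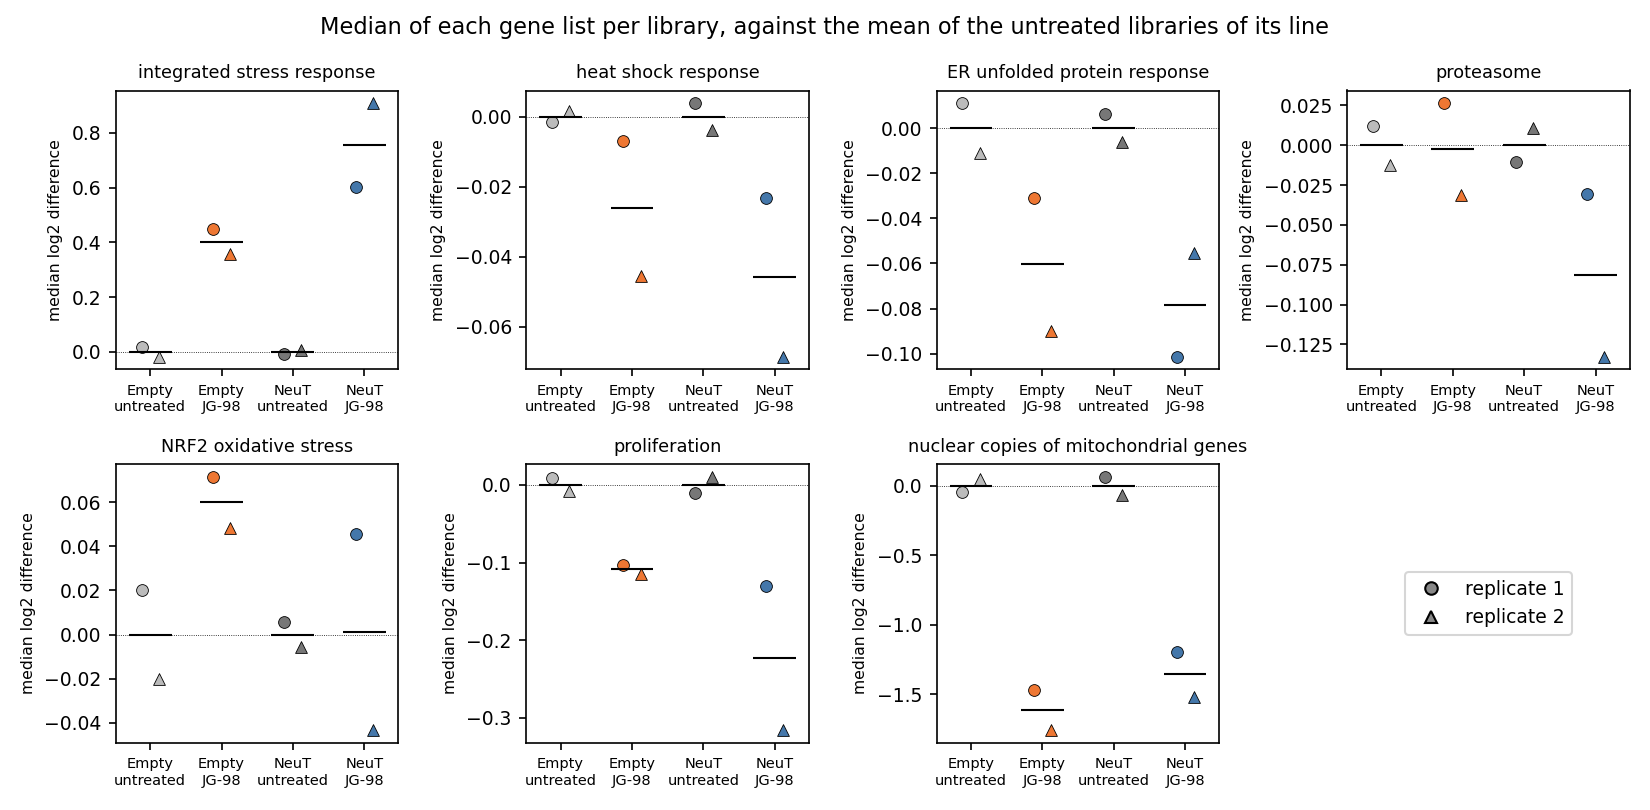
Median log2 CPM difference of each gene list in each library (y axis, log2 units, scaled separately per panel) from the mean of the untreated libraries of its line, for replicate 1 (circles) and replicate 2 (triangles), with a bar at the mean of 2. The integrated stress response list is raised by 0.36 to 0.91 in the treated libraries and the nuclear copies of mitochondrial genes are lowered, while the other lists span much narrower axes.

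Whether the lines responded differently was tested by the interaction of line and drug. Over all 17693 genes edgeR called 1 gene, TXNIP, while 1378 genes had an unadjusted p-value under 0.05, where chance alone gives 885. TXNIP (ENSG00000265972, chromosome 1, 145992435 to 145996600) fell with JG-98 in Empty from 151.9 ± 3.6 to 101.6 ± 1.6 CPM (SD, n = 2 each) and rose in NeuT from 423.7 ± 12 to 493.3 ± 21 CPM (SD, n = 2 each). Its log2 fold changes were -0.58 (SE 0.055) and 0.22 (SE 0.053), and the interaction was 0.80 (SE 0.076; edgeR adjusted p-value 0.00018). The rise in NeuT was called (edgeR adjusted p-value 0.0316) but not with only the 4 libraries compared, over a range from 0.0085 to 0.140, while the interaction passed under the 8 alternatives of scaling, filter, block and test, with adjusted p-values up to 0.00089. Of the 23 panel genes tested, 2 passed when adjusted over the list alone. Over all genes ATF4 came closest, with an interaction of 0.83 (SE 0.12) and an edgeR adjusted p-value of 0.0579. It passed with total counts, without the filter, with DESeq2 and without robust estimation, and did not pass under RLE factors, the stricter filter, the replicate block or limma-voom. Over these alternatives its adjusted p-values ran from 3.1e-19 to 0.173. The number of genes called was most sensitive to the filter on low counts, without which it was 138.

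For the gene lists, the interaction medians were 0.36 for the integrated stress response (36 of 39 members higher; camera adjusted p-value 8.5e-23), -0.06 for the proteasome (28 of 31 lower; 0.00042) and -0.08 for proliferation (23 of 30 lower; 0.00178). None of the 3 passed under fry, with adjusted p-values of 0.194, 0.434 and 0.451. Adjusted over the list alone, 21 of the 39 integrated stress response members passed the interaction test, with 24 at an unadjusted edgeR p-value under 0.05. For the proteasome and for proliferation that count was 0, with 4 and 9 members at an unadjusted p-value under 0.05. Without treated NeuT replicate 2 the medians were 0.17, -0.04 and -0.03, and without treated NeuT replicate 1 they were 0.52, -0.13 and -0.18. The spread between replicates was taken as the root of the summed variances of the list median over the groups. For the proteasome it was 0.0815, larger than the median of -0.06 in size. For the integrated stress response it was 0.231 and for proliferation 0.0705, smaller than their medians in size. It describes single libraries, and group means spread less, so it does not test the medians. The heat shock response (-0.07), ER unfolded protein response (-0.01) and NRF2 (-0.05) lists were not called. Without treated Empty replicate 1 the first of these was -0.01 and the ER list was 0.03, and without treated NeuT replicate 1 the NRF2 list was -0.09.

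Across genes, which are not independent replicates, the log2 fold changes in the 2 lines had a Pearson r of 0.145 and a Spearman rho of 0.171. The Pearson r was 0.0838 without treated Empty replicate 2 and 0.0943 without treated NeuT replicate 2. Among genes with at least 10 counts in every library the values were 0.281 and 0.231. The major-axis slope of the NeuT change on the Empty change was 0.862, but it ran from 0.0851 to 5.10 when single libraries were left out, so it does not describe the relative size of the responses. Both lines called 45 genes, of which 44 changed in the same direction and 1, TXNIP, in opposite directions. Of the 60 genes called in Empty, 55 had the same sign in NeuT, and of the 533 called in NeuT, 492 had the same sign in Empty.

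**Figure D3:**
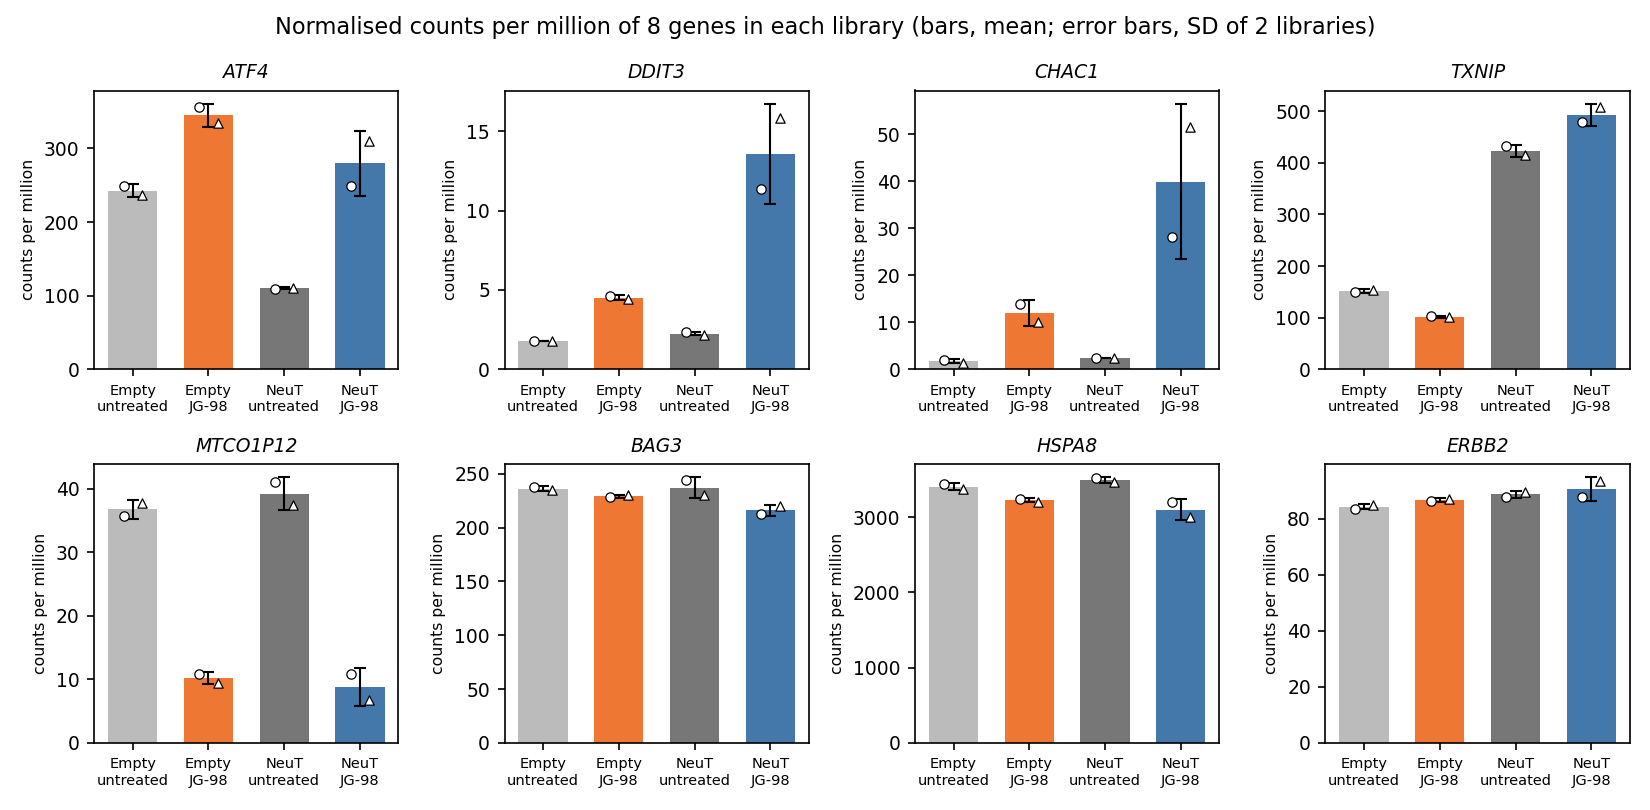
TMM-scaled CPM (y axis, from 0) of 8 genes in the 4 groups, with bars at the mean, error bars for the SD of 2 libraries, and the libraries as circles (replicate 1) and triangles (replicate 2). ATF4, DDIT3 and CHAC1 are higher with JG-98 in both lines, MTCO1P12 is lower in both, TXNIP moves in opposite directions, and BAG3, HSPA8 and ERBB2 stay near their untreated levels.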

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

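Tests of single libraries, of ARRDC4 and of the genes that moved in opposite directions were chosen only after results they bear on were seen, among them the fall of ARRDC4 in Empty and the list values per library. No biological explanation other than the line itself is named by the design, and it stays open and untested for each pattern.

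TXNIP was raised here because the interaction test passed, at 0.80 on the log2 scale, with a fall in both treated Empty libraries and a rise in both treated NeuT libraries. The shallower Empty treated library does not account for it, since the interaction was 0.82 without that library. A trend with GC content or gene length does not account for it either, because the interaction was 0.81 after that trend was removed, against a standard error of 0.076. TXNIP and ARRDC4 are both known targets of a glucose-sensing pathway, so a shared programme would move ARRDC4 the same way. ARRDC4 fell by 0.93 in Empty and by 0.48 in NeuT on the log2 scale, and its interaction of 0.45 had an unadjusted p-value of 0.00223 from edgeR, with an adjusted one of 0.448. The test as set asked only for a positive ARRDC4 interaction at an unadjusted edgeR p-value under 0.05, and this was met. By direction, ARRDC4 fell in both lines (edgeR adjusted p-value 0.0055 in NeuT) whereas TXNIP rose in NeuT. The stricter prediction of the same direction was therefore not met there. ARRDC4 was picked after its fall in Empty was known, which favours an interaction of this sign. Its interaction p-value therefore cannot decide the question, and no other gene of such a programme was tested. A difference in glucose sensing between the lines stays open as a hypothesis, without support from this test.

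The integrated stress response list (median interaction 0.36), the proteasome list (-0.0646) and the proliferation list (-0.0837) were raised because camera called their interaction. For the first, a trend with GC content or length was excluded as the whole cause, since the median was 0.38 after its removal. Across genes with a mean log2 CPM over 1, the interaction rose with transcript length (Spearman rho 0.336) and fell with GC content (-0.131). This trend was not removed for the proteasome and proliferation lists, so it remains open for them. The stronger response of 1 library remains open for all 3. Without NeuT treated library 2 the medians were 0.17, -0.0429 and -0.0252, nearer 0 but of the same sign. Without NeuT treated library 1 they were 0.52, -0.134 and -0.183. Either way the treated NeuT group then holds 1 library without a spread of its own, so the effect of single libraries cannot be told apart from a difference between the lines. With all libraries the proteasome median was smaller in size than its spread of 0.0815 between single libraries, which does not test group means. Adjusted over the list alone, 21 of the 39 integrated stress response members passed the interaction test, which goes with an unequal response, while fry did not return the call for any of the 3 lists. With 2 libraries per group an unequal response of the lines stays open for them.

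HSPH1 (interaction 0.12), EIF2AK2 (-0.19), EIF2AK3 (0.25) and CACNG4 (0.98) were raised because both treated libraries of one line lay above, and both of the other below, the mean of their untreated libraries. They are 4 of 37 tested genes named in the text. The interaction did not pass for any of them, the smallest edgeR adjusted p-value being 0.595, but they were gathered among genes without an interaction call, so this value decides nothing. Spread between libraries cannot be told apart from a small difference between the lines with 2 libraries per group. For EIF2AK3 the direction in Empty rested on untreated Empty replicate 1, without which the change was 0.00328. For CACNG4 the size of the rise in NeuT rested on treated replicate 1, at 0.426 CPM (23 counts). Treated replicate 2 was at 0.204 CPM (11 counts), close to the untreated NeuT mean of 0.193 CPM.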

How the results depend on the processing

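The alternatives without robust estimation, with limma-voom and with crossed pairing were chosen after seeing the data, and the cause of a change was not tested except where named. Removing the filter on low counts gave 282 calls in Empty, 1000 in NeuT, 138 in the interaction and 158 in both lines in the same direction (44 in the main analysis), lowered the correlation between lines to a Pearson r of 0.00983 and a Spearman rho of 0.0579, and turned DNAJB9 in Empty to -0.00193. With at least 10 counts in every library, r was 0.281 and rho 0.231. DESeq2 called 151 genes in Empty, 26 in the interaction and 88 in both lines in the same direction, and included 54 of the 60 genes called in Empty by edgeR and 519 of the 533 in NeuT. It gave no adjusted p-value for 6 and 13 of the others. Total counts gave 2 interaction calls, ATF4 and TXNIP, and edgeR without robust estimation gave 3, ATF4, NUPR1 and TXNIP. Fits of only the 4 libraries compared gave 223 calls in Empty and 183 in NeuT. A crossed pairing gave 912 calls in NeuT, against 391 with the numbered block in the same 4 libraries. Stricter thresholds call fewer genes by construction. A log2 fold change of at least 1 left 12 in Empty, 65 in NeuT, 0 in the interaction (1378 at an unadjusted p under 0.05), and 1701 and 1732 between the lines without and with JG-98, and an adjusted p-value under 0.01 left 19 and 200 in the lines. Limma-voom turned DNAJB9 in Empty to -0.0221.

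The heat shock list in NeuT passed camera under RLE factors (-0.0515), total counts (-0.0483), no filter (-0.0464) and the replicate block (-0.0461), and its interaction passed under RLE factors (-0.0770). With an estimated correlation none of the 24 list tests passed, the proliferation list with 30 of 30 members called included, so this alternative says little about single lists. The 14 camera calls it did not return had the same medians: integrated stress response 0.39 in Empty, 0.77 in NeuT and 0.36 in the interaction, proliferation -0.12, -0.22, -0.0837 and -1.22 between untreated lines, ER unfolded protein response -0.0705 and -0.0761, NRF2 0.0401 in Empty, proteasome -0.0863 in NeuT, -0.0646 in the interaction and -0.23 between lines, and heat shock -0.41 between lines. Fry kept 4 of these, for the integrated stress response in NeuT, NRF2 in Empty, and heat shock and proliferation between lines, and added NRF2 between lines (0.11).

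Fits that each left out 1 library gave no calls, since a group then held 1 library. Between lines r ran from 0.0838 to 0.140. In Empty the medians ran from -0.0457 to 0.00594 for heat shock, -0.0316 to 0.0264 for the proteasome and -0.115 to -0.103 for proliferation, and in NeuT from -0.0451 to 0.0379 for NRF2 and -0.319 to -0.138 for proliferation. In the interaction they ran from -0.0932 to -0.0137 for heat shock, -0.0336 to 0.0264 for the ER list, -0.0901 to -0.0190 for NRF2 and -0.183 to -0.0252 for proliferation. Between untreated lines they ran from -0.411 to -0.390 for heat shock, -0.0584 to 0.00505 for the ER list, -0.240 to -0.186 for the proteasome, 0.110 to 0.160 for NRF2 and -1.23 to -1.20 for proliferation. Genes with changes of either sign were, in Empty, DNAJB9 (-0.166 to 0.174), EIF2AK1 (-0.0298 to 0.0413) and EIF2AK3 (-0.168 to 0.00328), in NeuT, DNAJB1 (-0.0202 to 0.0244), HSPA5 (-0.0894 to 0.0531), MKI67 (-0.0744 to 0.0892), EIF2AK4 (-0.0267 to 0.126) and ERBB2 (-0.0241 to 0.0755), and in the interaction, PPP1R15A (-0.0443 to 0.564), HMOX1 (-0.0802 to 0.153) and ERBB2 (-0.0700 to 0.0296). Among named genes under the other alternatives, 726 values kept their direction and side of the threshold, 30 passed it newly, 13 no longer did and 2 reversed, both for DNAJB9 in Empty. Among the 30, MKI67 passed as lower in Empty without the filter and with the fit of 4 libraries.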

Other observations

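The tests of the shallower library, of NeuT treated library 2, of the share of counts at high identity of the principal ASNS transcripts and of the region on chromosome 6 were chosen only after results they bear on were seen, as was the limit of 97% identity.

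All 9 tested nuclear copies of mitochondrial genes were lower with JG-98 in both lines, with a median log2 fold change of -1.79 in Empty and -1.60 in NeuT, while the 37 genes on the mitochondrial chromosome had 0 counts. Of the 9 copies, only MTND4P12, MTCO1P40 and MTCO2P2 lie outside 1 region of chromosome 1 (629062 to 634922), so the 9 are not independent. Per library the median against the untreated mean of the line was -1.47 and -1.76 in treated Empty and -1.20 and -1.52 in treated NeuT. A general fall of pseudogenes is excluded, since 0 of 10000 lists of pseudogenes matched on expression, drawn without regard to position, had a median as low in NeuT. The shallower Empty treated library is excluded too, as the Empty median was -1.85 without it. Whether the counts are reads of mitochondrial transcripts placed on near-identical copies was tested in more than one way, with unequal outcomes. The test fixed first was the rank correlation of counts with identity over 344 copies. It gave a Spearman rho of 0.253, under the limit of 0.3 set for it, and so counted against this explanation. Most copies have 0 counts, which leaves many ties. After that value was seen, the share of counts by identity was examined: 98.9% lay on the 7 copies at 97% identity or more, and the median total was 0 among the 337 others. All 7 lie in that region of chromosome 1, so high identity cannot be told apart from a single locus. The later measure points the other way, but it was picked with the first in view, and MTND4P12 and MTCO1P40 hold counts at 95.8% and 96.0% identity. A fall of mitochondrial transcripts under JG-98 may lie behind the pattern, as a hypothesis that these counts leave open.

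HSPA1A and HSPA1B had 1 and 0 counts in total. If reads of the histocompatibility region of chromosome 6 were left uncounted, as could happen where alternative versions of that region are part of the genome used for alignment, common genes there would be near 0 as well. Other genes of the region had already been seen near 0 when 12 common genes of it were picked. Of these 12, 11 had under 100 counts on average, and the median was 0.438 counts per library, against 251 over all protein-coding genes. No biological explanation was tested for this pattern or for that of ASNS. In the region from 29 to 33.5 Mb, 131 of 176 protein-coding genes were at 3 counts or fewer on average.

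ASNS, a common target of the integrated stress response, had only 7 to 84 counts per library. Loss of reads shared with an overlapping gene was predicted to need nearly all of its exonic bases in exons of other genes, and 49.3% were, so the test as fixed counted against it. After that, the principal transcripts were examined alone, of which at least 82.0% of the bases lay in such exons. No limit had been set for this second measure and the counting rule is not stated, so on it the explanation cannot be told apart from low expression. The 519 protein-coding genes with at least 90% of exonic bases in exons of other genes had a median mean count of 0. For the 10891 with none it was 116. This goes with a loss of shared reads in general, but ASNS as a whole lies under that 90%, so it does not decide the case of ASNS.

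Treated NeuT replicate 2 departed further from untreated cells than replicate 1. Sequencing depth does not account for this, the ratio of total counts being 1.02. A larger drug effect in that library is one candidate explanation: of the 60 genes called in Empty, 81.7% lay further in the Empty direction in replicate 2, against 37 of 60 in the same comparison of the untreated NeuT replicates. In Empty the count was 20 of 60 for the untreated and 18 of 60 for the treated replicates. Replicates of one group thus also differed mostly one way in these genes, so this share alone cannot establish a larger drug effect. The nuclear copies of mitochondrial genes also fell further in it, but this does not single out a larger drug effect. They fell further in treated Empty replicate 2 than in replicate 1 too (-1.76 against -1.47). There the integrated stress response median was the lower of the pair (0.36 against 0.45). Copies called in Empty are also among the 60 genes counted above.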
